A study of Mus musculus with 6 samples. Its data were reported in "Histone methyltransferase Ezh2 coordinates mammalian axon regeneration via regulation of key regenerative pathways" (2024).

How the data were processed

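Retinal cells sorted to enrich RGCs, the neurons whose axons form the optic nerve, were profiled by RNA-Seq. The mice had received an adeno-associated virus (AAV2) carrying either *Ezh2* or *GFP* in the vitreous. Optic nerve crush (ONC) followed the injection by 2 weeks, and cells were sorted 3 days later. Per the study's methods, dissociated retinal cells were stained for CD90.2, the product of *Thy1*, and dead cells were gated out by a dye. Total RNA was made into stranded libraries, per the labels. The table deposited by the authors gives raw read counts per Ensembl gene for 6 libraries, 3 of the GFP group and 3 of the Ezh2 group. The aligner, counting program, genome build, annotation release and strand setting were not found in the labels, the file header or the methods text read here, and other supplemental methods were not used here. All 6 count columns were matched to samples through their labels, and 0 columns of sample values were left without a sample.

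Of the 55573 gene identifiers, 55480 matched the GENCODE M21 annotation of mouse build GRCm38, which supplied gene symbols and coordinates. That the authors used this build is an inference from the identifiers and their order. Since use of the strand in counting is not known here, genes whose exons overlap an antisense gene are uncertain to that extent, and antibody and T cell receptor V genes may exchange reads with near-identical copies.

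Total counts per library ranged from 30569933 to 35971192. A count of 0 allows a level of up to 3 counts, which corresponded to between 0.0834 and 0.0981 CPM (counts scaled to the library total) in these libraries. Such floors cover counting error only, because the reads carry no molecular identifiers.

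The main comparison used GFP replicates 1 to 3 and Ezh2 replicates 1 and 2. The study left out 1 Ezh2 library after principal component analysis and clustering, and the columns of its heatmap are those 5 libraries. The name of the excluded library is therefore inferred. All 6 libraries were the first alternative. Counts were filtered with filterByExpr, scaled with TMM factors and fitted with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with group as the term and no covariate. P values were two-sided and adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. Standard errors (SE) of log2 fold changes were taken from the F statistic. CPM values were computed on library totals and are given as mean ± SD.

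Gene lists were fixed before the data were examined. The lists of neuronal excitability and synaptic transmission, axon regeneration inhibitors and axon regeneration positive regulators came from the study, which chose them on these libraries. PRC2 subunits, DNA methylation enzymes, other genes the study followed and marker lists of retinal, glial, immune, vascular and red blood cells, immediate early genes and sex-linked genes were added. A result among the other genes the study followed is not reported here. Lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), beside fry and camera with an estimated correlation. The erythrocyte list had no tested gene and was not tested. Lists of regulatory T cell genes and cell cycle genes were chosen after the data were seen. Genes named in the text are those of the lists, plus the 5 largest rises and the 5 largest falls among called genes with at least 100 normalized counts on average and no overlap between the groups. Relations between libraries used log2 CPM with a prior count of 2.

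The alternatives were all 6 libraries, each library left out in turn, the replicate number as a block, DESeq2 1.42.0, limma-voom, other scaling factors, library totals alone, removal of the 10 most abundant genes, no filter, a filter at 50 counts on average, other thresholds, and removal of a trend on GC content and gene length. Thinning of all libraries to the smallest total was chosen after seeing the data and was run for the counts of called genes, for *Ezh2* and for the correlations between Ezh2 libraries. GC content and length were known for 99.9% of tested genes. The fit was tested on simulated counts with the means and library sizes of the 5 libraries. Among 19803 simulated genes it recovered 190 of 200 changed genes, with 3 false calls. The changed genes were not drawn from the least abundant ones, and all changed by more than the fold change threshold. Noise followed the trend of dispersion on abundance, without differences between genes of equal abundance. Recovery of changes near the threshold or at low counts was therefore not tested, and real false calls may be more frequent. Pictures were drawn with matplotlib 3.10.9.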

Results

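To ask how *Ezh2* overexpression changes gene expression after injury in cells sorted to enrich RGCs, RNA-Seq counts were compared between groups. There were 3 libraries of the control group (AAV2-*GFP*) and 3 libraries of the *Ezh2* overexpression group (AAV2-*Ezh2*). *Ezh2* encodes the catalytic subunit of the Polycomb repressive complex PRC2, which methylates histone H3 at lysine residue K27. GFP replicates 1, 2 and 3 held 30569933, 31651172 and 30734241 counts. Ezh2 replicates 1, 2 and 3 held 32202140, 35031904 and 35971192 counts.

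Relations between the libraries were examined first. Across genes, log2 CPM values correlated at 0.985 to 0.987 between GFP libraries and at 0.988 between Ezh2 replicates 1 and 2. Ezh2 replicate 3 correlated at 0.972 and 0.971 with the other Ezh2 libraries, and at 0.958 to 0.961 with the GFP libraries. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 46.7% of the variance and placed Ezh2 replicate 3 apart at 76.6. Ezh2 replicates 1 and 2 lay at 10.7 and 10.2 on it. Every pair of libraries within a group differed by more than the sampling noise of reads, so no pair looked like a library deposited again, and the labels' replicates were each counted in n. This does not show whether they came from separate animals.

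**Figure D1:**
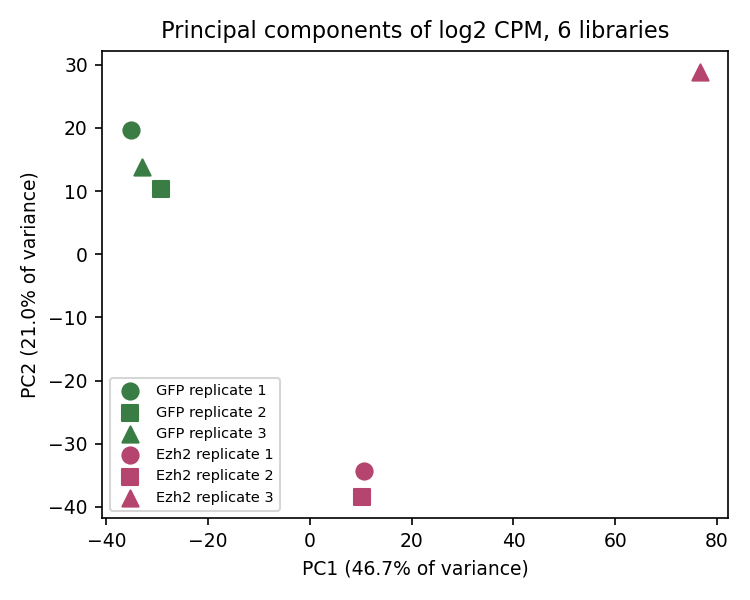
Each point is a library, placed by its first (x axis) and second (y axis) principal component of log2 CPM, in arbitrary units, with colour for the group and shape for the replicate number. Ezh2 replicate 3 lies at 76.6 on the first component, far from Ezh2 replicates 1 and 2 at 10.7 and 10.2.

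The overexpressed gene was checked in every library. *Ezh2* (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341, minus strand, GRCm38) reached 28.8, 34.6 and 33.0 CPM in GFP replicates 1 to 3, and 78.0, 65.3 and 104.8 CPM in Ezh2 replicates 1 to 3. Compared to the control group at 32.1 ± 2.99 CPM (SD, n = 3), Ezh2 replicates 1 and 2 averaged 71.7 ± 9.02 CPM (SD, n = 2). The log2 fold change was 1.17 ± 0.08 (SE), with an adjusted p of 2.97e-11 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. With Ezh2 replicate 3 included it was 1.41 ± 0.19 (SE), with an edgeR adjusted p of 0.0122. An antisense gene, *Gm26625*, overlaps *Ezh2* exons.

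In the 5 libraries, 770 of 20241 tested genes were called, 511 higher and 259 lower with *Ezh2* overexpression. When Ezh2 replicate 3 was included, 498 of 19732 genes were called, 320 higher and 178 lower, and 418 genes were called in both fits. Without the fold change threshold, 3605 genes of the 5 libraries had an edgeR adjusted p under 0.05. The biological coefficient of variation was 0.0846 in the 5 libraries and 0.184 in all 6. When GFP replicates 1, 2 or 3 were left out of the 5 libraries, 645, 627 and 586 of the 770 genes remained called. The count fell furthest, to 110, when GFP replicate 1 was left out of the 6 libraries.

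The study followed genes of neuronal excitability and synaptic transmission. All 22 genes of this list were called lower in the 5 libraries, and 22 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The median log2 fold change was -0.89, with a camera p of 9.6e-22. The fry p was 7.1e-07, and camera with an estimated correlation gave a p of 0.00182. In Ezh2 replicate 3, which did not enter this fit, 22 of the genes lay on the same side of the GFP mean. This is not independent of the fit, since both use the GFP libraries. Simulations of unchanged groups sharing those libraries gave a mean share of 79.4%. The fit to all 6 libraries called 14 genes lower, with a median of -1.04. *Scn1a* (ENSMUSG00000064329, chromosome 2, 66270778 to 66440840) fell from 12.2 ± 0.48 CPM (SD, n = 3) to 1.77 ± 0.399 CPM (SD, n = 2), a log2 fold change of -2.76 ± 0.18 (SE), with an edgeR adjusted p of 1.84e-12. *Slc6a13* (ENSMUSG00000030108, chromosome 6, 121300227 to 121337733) encodes a GABA transporter. Its mRNA levels fell from 7.21 ± 0.666 CPM (SD, n = 3) to 2.18 ± 0.88 CPM (SD, n = 2), a log2 fold change of -1.71 ± 0.23 (SE), with an edgeR adjusted p of 2.04e-06.

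Axon regeneration inhibitors and their receptors were examined next. Of 7 genes, 6 were called lower in the 5 libraries, with 6 adjusted over the list alone and 6 with all 6 libraries. The median log2 fold change was -0.80, with a camera p of 3.08e-11, a fry p of 0.000598 and an estimated-correlation p of 0.00866. As with the excitability list, the study chose these genes on these libraries, so such values are not independent evidence. *Epha8* changed by -2.17 ± 0.18 (SE), *Lingo3* by -0.72 ± 0.14 (SE) and *Omg* by -0.64 ± 0.09 (SE) on the log2 scale. *Epha4* changed by -0.28 ± 0.05 (SE), less than the fold change threshold, with an edgeR adjusted p of 0.000269. In the fit to all 6 libraries the edgeR adjusted p of *Epha4* was 0.0538. All 7 genes lay below the GFP mean in Ezh2 replicate 3. With a share of 79.4% in simulations of unchanged groups, a tally on so few genes decides little. *Epha6* and *Tnr* have exons that overlap antisense genes.

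All 10 positive regulators of axon regeneration were called higher in the 5 libraries, and 10 when adjusted over the list alone. The median log2 fold change was 0.79, with a camera p of 3.58e-33, a fry p of 6.68e-05 and an estimated-correlation p of 0.00109. The study chose this list too on these libraries, so the calls and p values are not independent evidence. In Ezh2 replicate 3, 10 lay above the GFP mean, a tally that decides little for the same reason as in the inhibitor list. The fit to all 6 libraries called 7. *Sox11*, *Myc* and *Sprr1a* were not, with edgeR adjusted p of 0.15, 0.208 and 0.089. *Sox11* in Ezh2 replicate 3 was 4.53 CPM, against 4.3 ± 0.262 CPM (SD, n = 3) in the control group, whereas *Myc* reached 48.5 CPM there against 14.8 ± 1.81 CPM (SD, n = 2) in the other Ezh2 libraries. *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) rose from 7.69 ± 0.8 CPM (SD, n = 3) to 132.1 ± 37.7 CPM (SD, n = 2). Its log2 fold change was 4.12 ± 0.28 (SE), with an edgeR adjusted p of 0.00441, and its exons overlap *Gm42793* on the same strand.

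**Figure D2:**
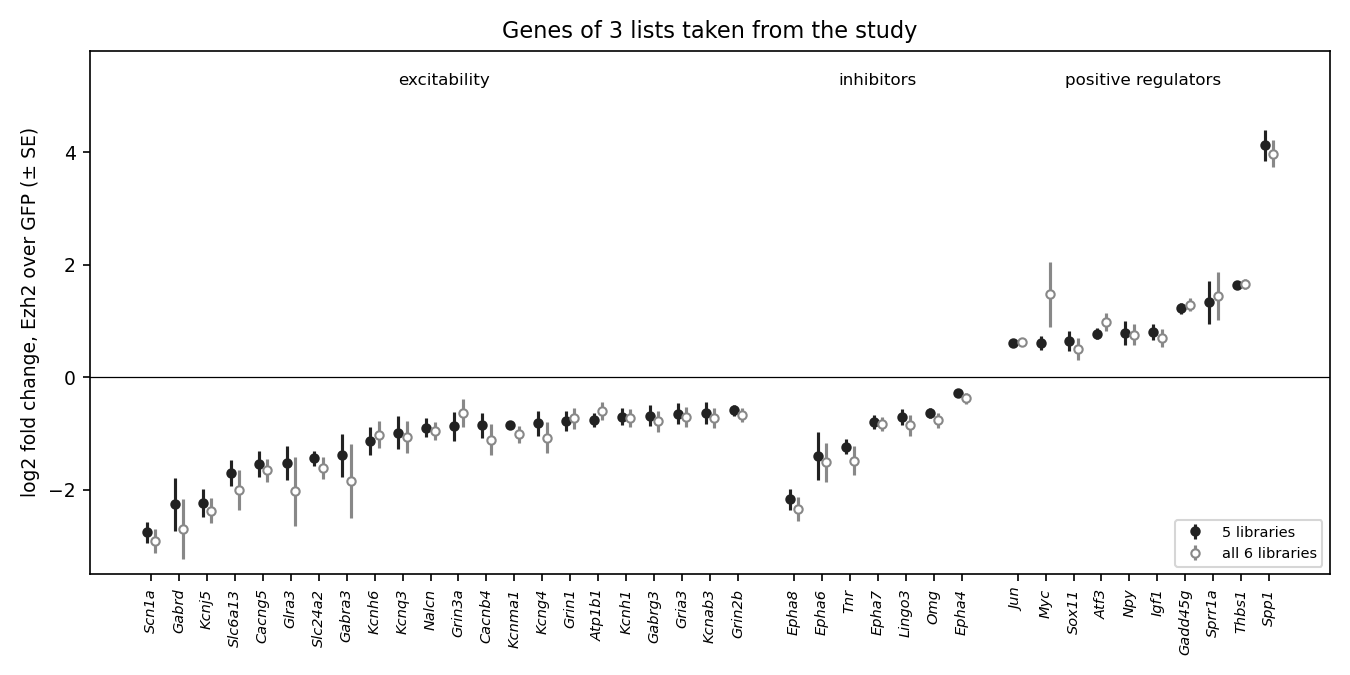
Log2 fold changes of Ezh2 over GFP (y axis, bars show the SE) of the genes of 3 lists taken from the study (x axis), with filled points for the 5 libraries and open points for all 6. The medians in the 5 libraries were -0.89, -0.80 and 0.79.

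Of the other genes the study followed, *Wfdc1* (chromosome 8, 119666365 to 119688222) fell from 14.5 ± 0.654 CPM (SD, n = 3) to 6.05 ± 1.53 CPM (SD, n = 2), a log2 fold change of -1.24 ± 0.15 (SE). *Crhbp* changed by -2.01 ± 0.20 (SE) on the log2 scale. *Neurog2* rose from 3.57 ± 0.272 CPM (SD, n = 3) to 8.79 ± 1.37 CPM (SD, n = 2). In the 5 libraries and in all 6, 5 genes of this list were called lower.

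Other PRC2 subunits were compared to see whether they followed *Ezh2*. None of *Ezh1*, *Suz12*, *Eed*, *Rbbp4* and *Rbbp7* was called in the 5 libraries or in all 6, and 0 had an unadjusted p under 0.05 in the 5 libraries. Their log2 fold changes lay between -0.05 and 0.10. In Ezh2 replicate 3, *Eed* was 80.5 CPM and *Suz12* 93.0 CPM, against 39.0 ± 2.35 and 63.7 ± 2.92 CPM (SD, n = 2) in the other Ezh2 libraries. Of 6 DNA methylation enzymes, 0 were called and 3 had an unadjusted p under 0.05. *Dnmt1* changed by 0.27 ± 0.05 (SE) and *Tet1* by -0.42 ± 0.07 (SE) on the log2 scale, with edgeR adjusted p of 0.000465 and 6.37e-05, both below the fold change threshold.

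**Figure D3:**
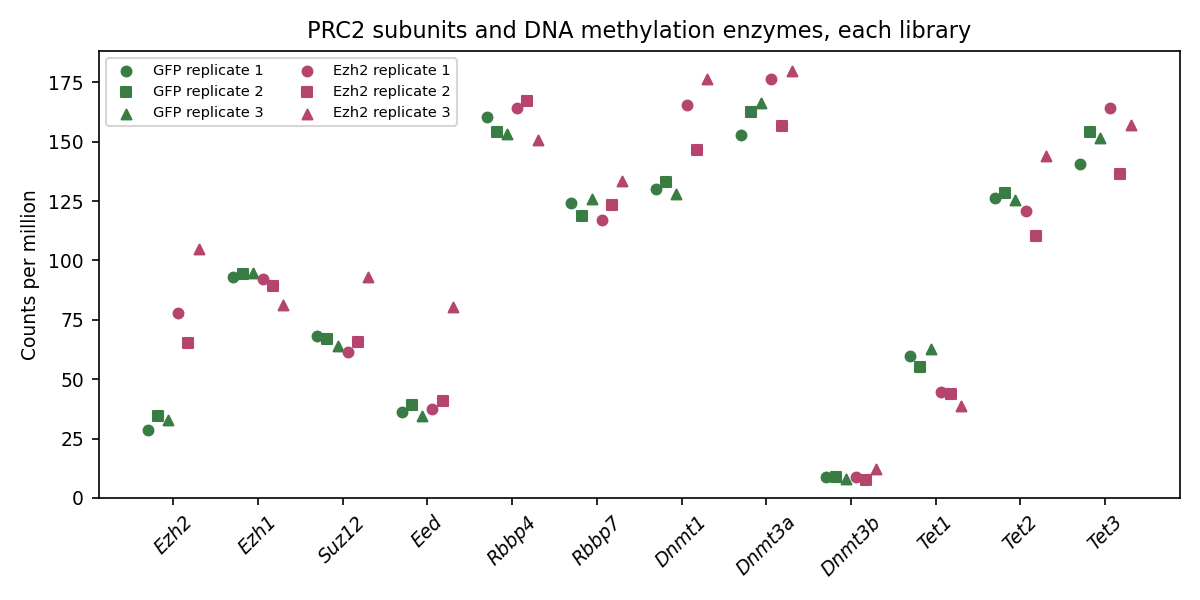
CPM (y axis) of PRC2 subunits and DNA methylation enzymes (x axis) in each library, with colour for the group and shape for the replicate number. *Ezh2* lies between 28.8 and 34.6 CPM in GFP libraries and between 65.3 and 104.8 CPM in Ezh2 libraries.

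Marker lists were tested to describe the sorted cells. Of 14 lists, 11 had a camera adjusted p under 0.05, 10 had one under fry and 0 had one with an estimated correlation, where 4 had an unadjusted p under 0.05. Median log2 fold changes were 1.18 for cone markers, 0.88 for macrophage markers, 0.81 for immediate early genes and 0.52 for rod markers. They were 0.33 for T cell markers, 0.33 for microglia markers, 0.25 for RGC markers and 0.24 for B and plasma cell markers. They were -0.01 for astrocyte markers, -0.23 for Muller glia markers and -0.40 for amacrine markers. The astrocyte median hides *Gfap*, the 1 called gene of 5, which rose by 1.01 ± 0.08 (SE) on the log2 scale, with an edgeR adjusted p of 1.38e-05. Bipolar markers (-0.04), endothelial and mural markers (0.01) and sex-linked genes (0.24) did not pass under camera, and the astrocyte list did not pass under fry, with a fry adjusted p of 0.115. In the fit to all 6 libraries, 9 lists passed under camera and 6 under fry. Medians in that fit were larger for T cell markers (0.69) and RGC markers (0.53). They were smaller for microglia markers (0.19) and rod markers (0.35).

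**Figure D4:**
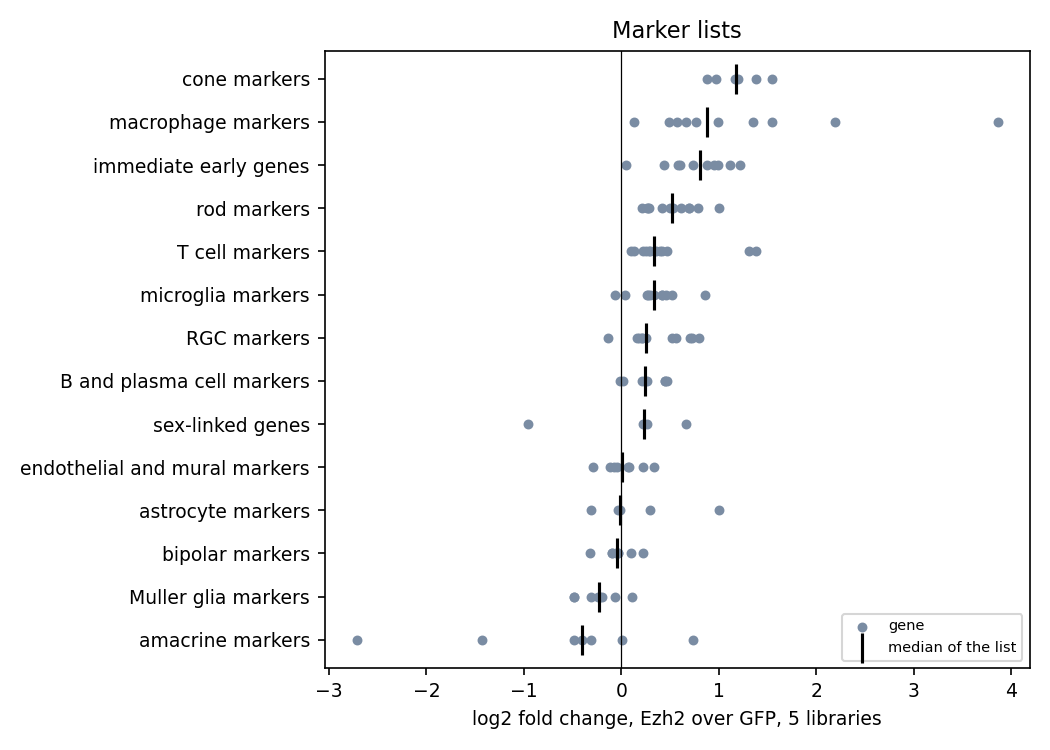
Log2 fold change of Ezh2 over GFP in the 5 libraries (x axis) for each tested gene (points) of 14 marker lists (y axis), with a bar at the median of each list. Medians range from -0.40 for amacrine markers to 1.18 for cone markers.

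Among called genes with at least 100 normalized counts and no overlap between groups, 374 were higher and 155 lower. Among genes with no change, groups of 3 and 2 libraries would not overlap in 20% of cases. The 5 largest rises were in *Ighv1-80*, *Igkv3-10*, *Ighv1-34*, *Spp1* and *Igkv6-14*, of which 4 are antibody V genes. *Ighv1-80* had 0 counts in each GFP library and 271, 320 and 227 counts in Ezh2 replicates 1 to 3, at least 89.4-fold higher in the mean of Ezh2 replicates 1 and 2. *Igkv3-10* had 54 counts in GFP replicate 2 and 0 in the other GFP libraries, with an edgeR adjusted p of 0.0412 in the 5 libraries and 0.0583 in all 6. The 5 largest falls were in the antibody heavy-chain V gene ENSMUSG00000094940 (chromosome 12, 115980702 to 115981134, minus strand), *Scn1a*, *Tfap2b*, *Gjd2* and *Vwc2l*. The V gene had 2270, 2363 and 1986 counts in GFP replicates 1 to 3 and 0, 2 and 1 counts in Ezh2 replicates 1 to 3. *Tfap2b* changed by -2.72 ± 0.24 (SE), *Gjd2* by -2.45 ± 0.17 (SE) and *Vwc2l* by -2.38 ± 0.27 (SE) on the log2 scale. Counts of V genes are uncertain because near-identical copies may share reads.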

Values the study reported

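The study reported 669 differentially expressed genes between control and *Ezh2* overexpression, using an adjusted P below 0.05 and a fold change above 1.5. It stated that *Epha4* was not among the 669 genes, although its adjusted P was below 0.05. For the catalytically dead Ezh2 mutant, which is not analysed here, it reported 1,103 genes, and 236 genes common to both comparisons, of which 203 (86%) changed in opposite directions.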

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

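All tests here, and the limits of 5-fold and 100 counts, were chosen after the library was seen to stand apart. Those of GC content, gene length and depth were written down before their own results were seen.

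Ezh2 replicate 3, which the main comparison does not use, held 148 genes with at least 100 counts and over 5-fold above each of the other 5 libraries. The same count was 0, 2 and 3 for GFP replicates 1 to 3, and 0 and 0 for Ezh2 replicates 1 and 2. Among these genes, *Il2ra* reached 442.2 CPM against 29.8 to 44.8 CPM in the other libraries, and *Foxp3* reached 92.4 CPM against 9.02 to 11.5 CPM. *Gm10800* reached 506.2 CPM against 6.98 to 36.5 CPM. The T cell receptor gene *Trav7n-4* had 220 counts in Ezh2 replicate 3 and 0 counts in each other library, at least 62.3-fold higher. These genes were named after their values were seen.

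A mislabelled GFP library is argued against. Over 156 antibody V genes, the mean correlation of Ezh2 replicate 3 with the other Ezh2 libraries exceeded that with the GFP libraries by 0.237. Library depth is argued against too, since after thinning to the smallest total its mean correlation with the other Ezh2 libraries was 0.972, below the 0.986 between those libraries. GC content and gene length accounted for 0.602% of the variance of its log ratio to the other Ezh2 libraries, against 0.715% for the ratio between those.

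RNA of regulatory T cells is a candidate source of part of the signal. Of 12 such genes, a list chosen after the library was seen, the median log2 ratio to the other Ezh2 libraries was 2.66. For 14 general T cell markers it was 0.56. *Cd3g* had 3000 counts in Ezh2 replicate 3 against 2623 and 2721, while *Cd2* had 6804 against 1707 and 1732. The general markers are already abundant in the other libraries, which keeps the question open. Cell cycle genes had a median log2 ratio of 0.52 in Ezh2 replicate 3 to the other Ezh2 libraries. That is close to the general T cell markers, so it cannot separate dividing cells from RNA of T cells. No further biological explanation was tested, since the labels give none for this library.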

How the results depend on the processing

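Relative to the 770 genes called in the 5 libraries (511 higher, 259 lower), DESeq2, limma-voom, other scaling factors, library totals alone, removal of the 10 most abundant genes, no filter, the filter at 50 counts, removal of the GC content and length trend, and thinning kept the count within 1.5-fold, from 647 to 813 genes. The smallest of these counts came from DESeq2 and the largest from no filter. The threshold choices moved it more. The adjusted p alone gave 3605 genes (2050 higher, 1555 lower), and glmTreat gave 180 (126 higher, 54 lower), with 8 excitability genes, 2 inhibitors and 3 positive regulators.

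Using all 6 libraries gave 498 genes (320 higher) and 14 excitability genes. Across the 3 fits that each left out a GFP library of the 5, the count ran from 676 to 794, with 443 to 541 higher and 233 to 290 lower. Across the 5 fits that each left out a library of the 6, it ran from 110 to 423, with 73 to 279 higher and 37 to 145 lower, the smallest without GFP replicate 1. In those 5 fits, 4 to 11 excitability genes, 1 to 4 inhibitors and 4 to 5 positive regulators were called, and 7 to 9 marker lists passed. In the 3 fits on the 5 libraries, these were 19 to 21, 5 to 6, 8 to 10, and 10 to 11. Fewer samples and the wide spread of Ezh2 replicate 3 enter these fits, but the cause was not tested further.

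The log2 fold change of *Ezh2* ran from 1.05 to 1.28 over the fits on the 5 libraries less 1, and from 1.34 to 1.56 over those on the 6 less 1. Over 22 alternatives its adjusted p, from edgeR, DESeq2 or limma-voom, ran from 5.07e-57 to 0.0877. It exceeded 0.05 in the 3 fits that left out GFP replicate 1, 2 or 3 of the 6. Where 1 Ezh2 library remained, fold changes only were read. List medians over the fits that left out a library ran from -1.14 to -0.89 for excitability genes, from -1.01 to -0.74 for inhibitors and from 0.77 to 1.20 for positive regulators. All kept their sign.

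The replicate numbers do not pair the samples. Deviations of same-numbered libraries from their group means correlated at -0.0051, -0.02 and -0.01. With the replicate number as a block, 722 genes were called in the 5 libraries. In all 6 with the block, 396 were called (275 higher, 121 lower), with 9 excitability genes and 6 positive regulators. Since the numbers are only names, lost calls under the block are not read as weaker effects. With the block and the GC and length trend removed, 655 genes were called.

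Camera with an estimated correlation left 0 marker lists past the threshold, and fry left 10. The mean correlation of Ezh2 replicate 3 with the other Ezh2 libraries was 0.96 with the filter at 50 counts, and the cause was not tested.

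Signs turned for 4 DNA methylation or PRC2 genes in the fit to all 6 libraries, of which *Tet2* had changed by -0.12 ± 0.05 (SE) in the 5 libraries, with an unadjusted edgeR p of 0.0284. With all 6 libraries, log2 fold changes became 0.20 for *Suz12*, 0.061 for *Rbbp7*, 0.21 for *Dnmt3b* and 0.024 for *Tet2*, and the endothelial and mural median became -0.048. With the block on all 6 they were 0.16, 0.057, 0.175, 0.011 and -0.024. The endothelial and mural median was -0.059 with the block on the 5 libraries, -0.048 with the trend removed and -0.098 with both. The astrocyte median was 0.028 with the block and 0.13 with the filter at 50 counts. *Suz12* was 0.0058 with the trend removed, and *Rbbp7* 0.0084 with trend and block. Over all fits that left out a library, the ranges were -0.11 to 0.33 for *Suz12*, -0.075 to 0.12 for *Rbbp7*, -0.14 to 0.36 for *Dnmt3b*, -0.17 to 0.11 for *Tet2*, -0.10 to 0.16 for *Tet3*, -0.096 to 0.11 for the astrocyte median and -0.12 to 0.11 for the endothelial and mural median. The cause was not tested. Among the other single genes and lists, the largest losses came from the fits that left out a GFP library of the 6, which made 36 to 38 of 76 results weaker. Those that left out an Ezh2 library of the 6 made 23 to 26 weaker, glmTreat 29, all 6 with the block 24 and all 6 libraries 15. Leaving out a GFP library of the 5 made 3 to 5 weaker, the trend with the block 5, the block 4, limma-voom 2, and DESeq2, no filter and the trend removal 1 each. Of 14 marker lists, camera with an estimated correlation made 11 weaker and fry 1.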

Other observations

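The tests of dividing cells and other splits were set before their results were seen. Thinning was chosen after the called genes were seen but before its own result, and all other tests here were chosen only after the result, or part of it, was seen.

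In the 5 libraries, 1 of the 10 splits into groups of 3 and 2 gave as many called genes, the real split itself, and the largest count of the other splits was 9. In all 6 libraries, 1 of the 10 splits into groups of 3 did, and the largest other count was 1. With 10 splits the share cannot fall under 0.1, so a difference between groups cannot be told apart from an accidental split by that count alone. After thinning, 737 of the 770 genes remained called, and 666 remained after removal of the GC content and length trend, which argues against either as the whole cause. Ezh2 replicate 3 took no part in those calls, and 728 of the 770 genes (94.5%) lay on the same side of the GFP mean in it. Over 20 simulations of unchanged groups sharing the GFP libraries, the mean share was 79.4% and the highest 82.5%.

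*Xist*, expressed from the inactive X chromosome of females, had a log2 fold change of -0.96 ± 0.07 (SE), and *Ddx3y* on the Y chromosome 0.66 ± 0.08 (SE). Every library had both, so the sexes were mixed in each. A higher share of males would lower no autosomal gene more than *Xist* and raise none more than the Y genes, which rose by 0.22 to 0.66. It is argued against for 206 called autosomal genes, 156 higher and 50 lower, that fell over 2 SE beyond *Xist* or rose over 2 SE beyond *Ddx3y*. For the other 536 genes, 337 higher and 199 lower, a sex ratio effect cannot be told apart from one of *Ezh2*, because the ratio is confounded with the groups. The count depends on the bound. With the median of the Y genes, 0.25, as the bound for rises, 512 genes lay beyond, but that bound is below the fold change threshold, so nearly every higher gene passes it. With the change of *Xist* as the bound in both directions, without errors, 338 did.

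Antibody V genes were alike within a group and unlike between groups. Over 156 such genes, log2 CPM correlated at 0.698 or more within groups and at 0.522 or less between them. The mean difference of 0.235 is the pattern itself, and no separate test of reads shared between near-identical genes was run. Sharing that acted alike in all libraries would not split them by group, so these correlations argue against it as the whole cause. Which of the near-identical genes a read came from stays uncertain. A candidate explanation is that the libraries of a group were drawn from 1 pool of animals, in which case their spread would not hold the differences between animals. Over 71 T cell receptor V genes the difference was 0.034, with the lowest correlation within groups (0.554) below the highest between them (0.848). Ezh2 replicate 3, which stood apart in T cell genes, enters these values. Its mean correlation over them was 0.575 with the other Ezh2 libraries and 0.511 with the GFP libraries. The difference without that library was not computed, so the explanation by 1 pool stays open.

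Excitability genes were lower while RGC markers were not, with a median of 0.25, which argues against a loss of RGCs as the whole cause. Of 7 tested amacrine markers, 4 lay over 2 SE above the median of the excitability list. *Tfap2a* and *Tfap2b*, also on the amacrine list, changed by -1.43 ± 0.57 (SE) and -2.72 ± 0.24 (SE) on the log2 scale, below that median. The edgeR adjusted p of *Tfap2a* was 0.081. So few genes with such a split cannot decide for or against fewer amacrine cells, which stays open. *Ezh2* rose by 1.17, and cell cycle genes by a median of 0.34, which argues against more dividing cells as its whole source. Changes of transcription with *Ezh2* overexpression remain open and were not tested further.

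Macrophage markers rose unequally, from 0.13 for *Itgam* to 3.86 for *Gpnmb*. A lower share of the main cell type is argued against, since their median exceeded that of endothelial and mural markers by 0.867. More myeloid cells and a changed state of resident cells cannot be told apart, because microglia markers, with a median of 0.33, start from a high level. Positive regulators such as *Spp1* may come from such cells, as macrophage markers rose by a median of 0.88. A response to handling is another candidate explanation, as the listed immediate early genes rose by a median of 0.81. The 2 lists share no gene, but only by the choice of lists. *Jun* and *Atf3*, for example, were placed on the positive regulator list alone, so the lack of overlap is no evidence against handling. Neither RNA of myeloid cells nor handling can be told apart from an effect in RGCs, because both follow the groups.

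In the GFP libraries, Muller glia markers had a median of 2279 CPM and RGC markers 3.08 CPM. *Glul* had 302647, 301967 and 302097 counts and *Rbpms* 501, 567 and 550 counts. Of the 5 marker lists of other retinal cells, 3 lay above the RGC list. So did microglia (336 CPM), endothelial and mural (94.0 CPM), astrocyte (49.9 CPM) and T cell markers (43.8 CPM). Macrophage (37.4 CPM) and B and plasma cell markers (5.62 CPM) did too. These lists, taken as sets, argue against libraries that hold RNA of RGCs alone. No library of pure RGCs was analysed here, so the share of RGCs stays open. The changes between groups given above therefore cannot be assigned to RGCs by these values.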
